A study of Mus musculus with 11 samples. Its data were reported in "CHD3 and CHD4 coordinate gene expression programs to maintain β-cell function and identity in vivo" (2025).

How the data were processed

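RNA-seq of sorted Tomato-positive, DAPI-negative β cells from male mice was used, in 11 libraries: Control (n = 5), Chd3Db (n = 3) and Chd3/4Db (n = 3), grouped by their labels. Libraries were made from poly-A RNA with SMART-Seq v4 and Nextera XT. The deposited table gives TPM per gene for 57010 genes. The submitters' notes name FastQC, Trimmomatic, HISAT2, HTSeq and DESeq2, and both mm10 and GRCm39, without versions. TPM sum to the same total in every library and keep no read depth, so no counting precision can be given. Another 4 value columns, from Chd4Db animals of another series, were not used.

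Values were transformed to log2(TPM + 1). Genes with 1 TPM or more in at least 3 libraries were tested (12897 genes). All 11 libraries entered 1 limma fit (limma 3.58.1, R 4.3.3) with the mean-variance trend, and 3 contrasts were taken: Chd3/4Db against Control, Chd3Db against Control and Chd3/4Db against Chd3Db. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. The pipeline was tested on simulated data with 200 changed genes per comparison. Of 100 genes each it recovered 96, 99 and 93 at a log2 fold change of 1.5 and 99, 100 and 98 at 2.5, with 3, 3 and 4 false calls and none of the wrong sign. The changed genes were drawn from those well above the filter in Control, and the noise was normal and independent between genes. The recovery therefore does not cover genes near the filter, and neither figure covers a library that deviates as a whole. Figures were drawn with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.

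A set of 36 gene lists was fixed before the values were opened. Of these, 3 hold genes named by the study and the others come from general knowledge of islet biology. Lists with at least 3 tested genes (32 lists) were tested with camera at an inter-gene correlation of 0.01, adjusted over the lists, and again with an estimated correlation and with fry.

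The genes named in the text were chosen by a rule. It takes Chd3 and Chd4, all genes that the study names, and cell type markers. It also takes, per comparison, the 10 genes higher and the 10 lower with the largest changes among called genes with a mean of 5 TPM or more in the higher group, libraries that do not overlap between the groups and a symbol that is not a predicted gene. Per list it takes up to 4 called genes with the smallest adjusted p, or 2 where none was called. Some genes that the rule takes are not reported here, and these were left out of the search for outlying libraries.

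Alternatives fixed before the values were opened were: a pseudocount of 0.1 or 5, no filter, a filter of 5 TPM, median-of-ratios scaling, quantile normalization, the 20 highest genes left out, robust empirical Bayes, no mean-variance trend, array weights, only the 2 groups compared, a block for the replicate number, no fold threshold, an adjusted p under 0.01, treat at a log2 fold change of 1, and each library left out in turn. Another 4 were added after the data were seen: the 3 libraries with acinar RNA left out, the acinar level as a covariate, and a correction for transcript length and GC content from GENCODE vM21 transcripts, and each library left out in turn with the same 12897 genes tested. The planned leave-one-out fits apply the filter again, so that genes at 1 TPM or more in only 3 libraries drop out.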

Results

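RNA was sequenced from 11 libraries of pancreatic β cells, the insulin-producing cells of the islet, sorted from male mice. CHD3 and CHD4 are related ATP-driven motor proteins of NuRD, a complex that repositions nucleosomes, removes acetyl groups from histones and regulates transcription. The groups were Control (n = 5), Chd3Db (Chd3 deleted in β cells, n = 3) and Chd3/4Db (Chd3 and Chd4 both deleted in β cells, n = 3). Every animal, Control included, carried a Cre recombinase that tamoxifen activates in β cells and a red fluorescent Tomato reporter that Cre switches on, and Tomato-positive cells were sorted. Levels are given in TPM, read numbers corrected for transcript length and scaled to the same total in each library, as group mean ± SD, with the n above. That scaling keeps no read depth, and the study gives only an approximate range of reads per library. The depth of each library is therefore unknown and no counting interval is given. Changes are log2 fold changes ± SE from a limma fit to log2(TPM + 1), folds are ratios of group mean TPM, and a gene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. A total of 12897 of 57010 genes passed the filter of 1 TPM or more in at least 3 libraries. The deposited notes name more than 1 mouse genome build, so genes are identified by symbol and Ensembl identifier, without coordinates.

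Chd3 (ENSMUSG00000018474) and Chd4 (ENSMUSG00000063870), the targeted genes, were compared first. Chd3 stood at 5.02 ± 0.539 TPM in Control, 0.592 ± 0.326 TPM in Chd3Db and 1.17 ± 0.644 TPM in Chd3/4Db. It fell in Chd3Db (8.48-fold lower, log2 fold change -1.94 ± 0.21, adjusted p = 0.000104) and in Chd3/4Db (4.29-fold lower, log2 fold change -1.51 ± 0.21, adjusted p = 0.000469). Chd4 stood at 16.3 ± 2.22 TPM in Control and 6.56 ± 1.42 TPM in Chd3/4Db, where it fell 2.48-fold (log2 fold change -1.20 ± 0.18, adjusted p = 0.00062). In Chd3Db, Chd4 was at 20.3 ± 4.63 TPM and was not called (log2 fold change 0.29 ± 0.18, adjusted p = 0.342; 0.13 without Chd3Db 3). Chd4 was also lower in Chd3/4Db than in Chd3Db (log2 fold change -1.49 ± 0.20, adjusted p = 0.000207), whereas Chd3 was not called between these groups (log2 fold change 0.43 ± 0.24, adjusted p = 0.197; 0.20 without Chd3/4Db 2). All 3 libraries of each deletion group lay below all 5 Control libraries for each gene called. The transcript of a deleted gene can persist outside the floxed exons, and these values cover the whole gene. With a pseudocount of 5, the log2 fold change of Chd3 shrank to -0.84 in Chd3Db and -0.70 in Chd3/4Db and that of Chd4 to -0.88 in Chd3/4Db, all below the fold threshold. With the 3 libraries that held acinar RNA left out, a setting chosen after the data were seen that leaves Chd3/4Db 3 as the only library of its group, Chd4 in Chd3/4Db was at -0.98.

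**Figure D1:**
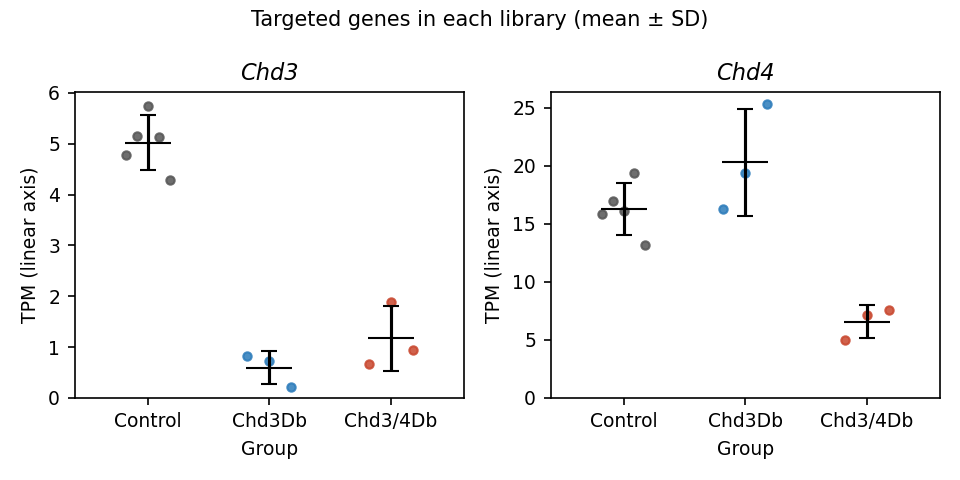
Level of Chd3 and Chd4 in TPM (vertical axes) in each library (points) of Control, Chd3Db and Chd3/4Db (horizontal axis), with group mean and SD. Chd3 averaged 5.02, 0.592 and 1.17 TPM and Chd4 averaged 16.3, 20.3 and 6.56 TPM in the 3 groups.

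Insulin transcripts made up most of the RNA. Ins1 and Ins2 together took between 54.2% and 60.6% of TPM in 10 libraries and 39.3% in Chd3/4Db 1. Transcripts of acinar cells, which make digestive enzymes, summed to 8611 TPM in Control 2, 4116 TPM in Chd3/4Db 1 and 3664 TPM in Chd3/4Db 2. In the other 8 libraries they summed to between 3.53 and 113 TPM. Leukocyte transcripts were highest in Chd3/4Db 1, at 676 TPM, against 61.6 to 194 TPM elsewhere. Chd3/4Db 1 also lay farthest from the other libraries on the first principal component, which held 43.0% of the variance. Correlations between libraries of 1 group ran from 0.944 to 0.980, and those between groups from 0.868 to 0.960.

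**Figure D2:**
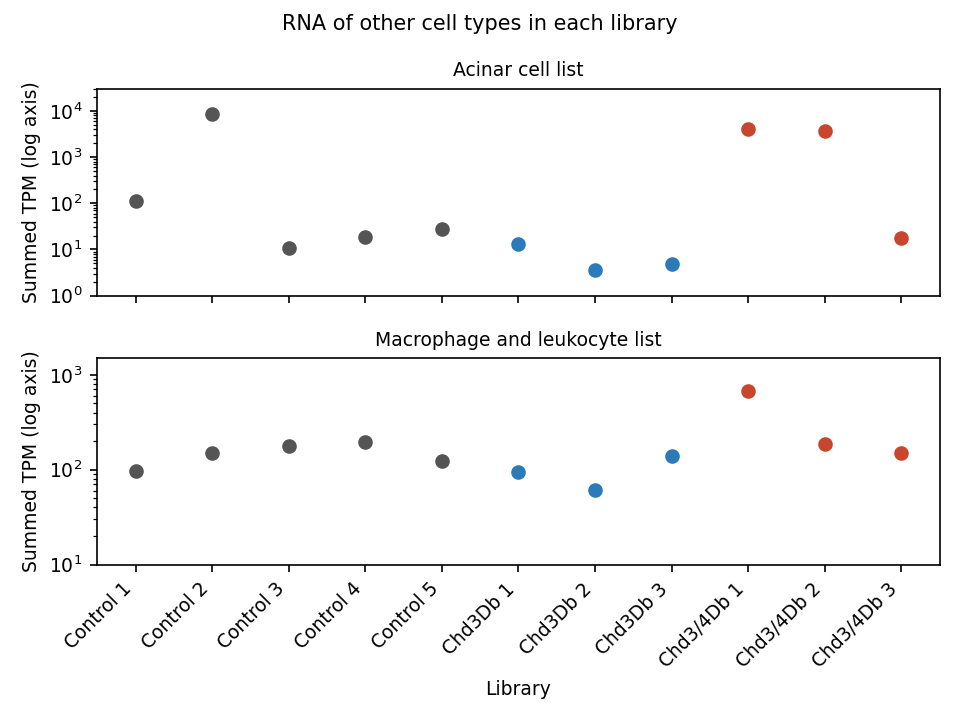
Summed TPM of the acinar cell and the leukocyte gene lists (vertical axes, log scale) in each of the 11 libraries (points). Acinar RNA reached 8611 TPM in Control 2, 4116 TPM in Chd3/4Db 1 and 3664 TPM in Chd3/4Db 2, and leukocyte RNA peaked at 676 TPM in Chd3/4Db 1.

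Chd3/4Db was compared with Control to ask what the combined deletion did to the β-cell transcriptome. Tph1, which encodes the rate-limiting enzyme of serotonin synthesis, fell 79.2-fold, from 100.9 ± 25.4 to 1.27 ± 0.27 TPM (log2 fold change -5.45 ± 0.23, adjusted p = 7.14e-09). The tight junction gene Cldn8 fell 18.3-fold, from 166 ± 61.8 to 9.06 ± 1.54 TPM (log2 fold change -3.99 ± 0.30, adjusted p = 3.14e-06), and the monooxygenase gene Fmo1 fell 10-fold, from 90 ± 18.6 to 8.96 ± 3.78 TPM. Several transcripts listed at or near 0 in Control were well above 0 in Chd3/4Db, although a listed 0 does not show absence, as no read counts were given. Csn3, which encodes the milk protein κ-casein, stood at 198, 83.7 and 75.1 TPM in the 3 Chd3/4Db libraries and was listed at 0 in 4 Control libraries and at 0.0678 TPM in Control 1. The mucin-like genes Mucl1 and Mucl2 and the nonclassical MHC genes H2-M10.1 and H2-M10.5 were listed at 0 in every Control and Chd3Db library. In Chd3/4Db they averaged 34.5 ± 8.66, 57.5 ± 17.7, 49.1 ± 28.2 and 35.9 ± 18.5 TPM. Lgi3 rose 191-fold, from 0.251 ± 0.146 to 47.9 ± 17.2 TPM (log2 fold change 5.24 ± 0.23, adjusted p = 7.67e-09).

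The remaining genes with the largest changes were Lbhd2 (35.4, 25.9 and 14.7 TPM in the Chd3/4Db libraries and listed at 0 elsewhere), the neuropeptide gene Gal (253, 57.7 and 40.2 TPM against 1.37 ± 2.99 TPM in Control), Endou and C1qtnf1 among those that rose. Matn2, Srbd1, Prok1, Emid1, Igfbp5, the spliceosomal RNA gene Rnu2-10 and the homeobox gene Meox1 were among those that fell. Matn2 fell from 162 ± 23.6 to 23.5 ± 6.28 TPM (log2 fold change -2.75 ± 0.21, adjusted p = 3.56e-06), and Meox1 was listed at 0 in all 3 Chd3/4Db libraries against 6.74 ± 2.75 TPM in Control. These genes kept their call when any 1 library was left out and the same genes were tested, a setting added after the data were seen. In the planned leave-one-out fits the filter was applied again, and Lbhd2, Endou and C1qtnf1 were not tested without any 1 of the Chd3/4Db libraries, as fewer than 3 libraries then reached 1 TPM. These 3 were among 20 called genes, of those that the rule for named genes takes, that were not tested in such fits, and 18 of the 20 kept their call when the same genes were tested.

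Some genes of mature β cells were lower. Of the 20 tested members of the list of β-cell maturity and glucose sensing, 5 fell, 1 rose and 14 were not called (median log2 fold change -0.44). As a set the list shifted down (adjusted p = 0.000157, and adjusted p = 0.161 with an estimated correlation). Mafa, a transcription factor of mature β cells, fell from 165 ± 13.5 to 77.1 ± 38.9 TPM (log2 fold change -1.24 ± 0.27, adjusted p = 0.00717). Glp1r, the receptor for the incretin GLP-1, fell from 545 ± 55.6 to 281 ± 122 TPM (log2 fold change -1.06 ± 0.24, adjusted p = 0.0106). Ucn3, a peptide that marks mature β cells, fell from 693 ± 54.4 TPM in Control to 57.9, 452 and 428 TPM in the 3 Chd3/4Db libraries (log2 fold change -1.62 ± 0.48, adjusted p = 0.0388). The cytochrome oxidase gene Cox6a2 fell from 136 ± 32.8 to 46.1 ± 25.7 TPM, the ion channel gene Trpm5, named after its values were seen, fell as well, and the vesicular nucleotide transporter gene Slc17a9 rose from 31.3 ± 5.74 to 71 ± 15.6 TPM. Without Chd3/4Db 1, the log2 fold changes of Mafa (-0.76), Glp1r (-0.64) and Ucn3 (-0.65) missed the fold threshold. The call of Ucn3 also ended without any 1 of the 5 Control libraries (adjusted p from 0.0607 to 0.0727) or without Chd3Db 1 (adjusted p = 0.0506).

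In the list of insulin and secretory granule genes, 2 of 18 tested members fell, 1 rose and the set was not called (median 0.24, adjusted p = 0.277). The granins Chga and Chgb, which help package hormones into granules, fell from 9967 ± 1102 to 4929 ± 1354 TPM (log2 fold change -1.05 ± 0.17, adjusted p = 0.00117) and from 3728 ± 422 to 1833 ± 327 TPM (log2 fold change -1.03 ± 0.15, adjusted p = 0.00056). Vgf rose from 12.3 ± 5.03 to 28.1 ± 8.56 TPM. These 3 genes lay close to the fold threshold. Chga missed it without Control 1 (-0.99) or Chd3/4Db 1 (-0.80), Chgb without Control 4 (-0.997), Control 5 (-0.99) or Chd3/4Db 3 (-0.89), and Vgf without Chd3/4Db 3 (0.93), whereas the granule set itself was called upward without Chd3/4Db 1 (adjusted p = 0.019). Of the exocytosis genes, 0 of 14 were called by limma, with 4 at an unadjusted p under 0.05 and a set adjusted p of 0.225. Of the islet transcription factor genes, 0 of 17 were called, with 1 at an unadjusted p under 0.05 and a set adjusted p of 0.803. The 5 genes that the study had named as lower, Chga, Chgb, Ucn3, Mafa and Glp1r, were all called lower (adjusted p = 1.84e-05, and adjusted p = 0.161 with an estimated correlation), but they were chosen on these samples and are not independent evidence.

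**Figure D3:**
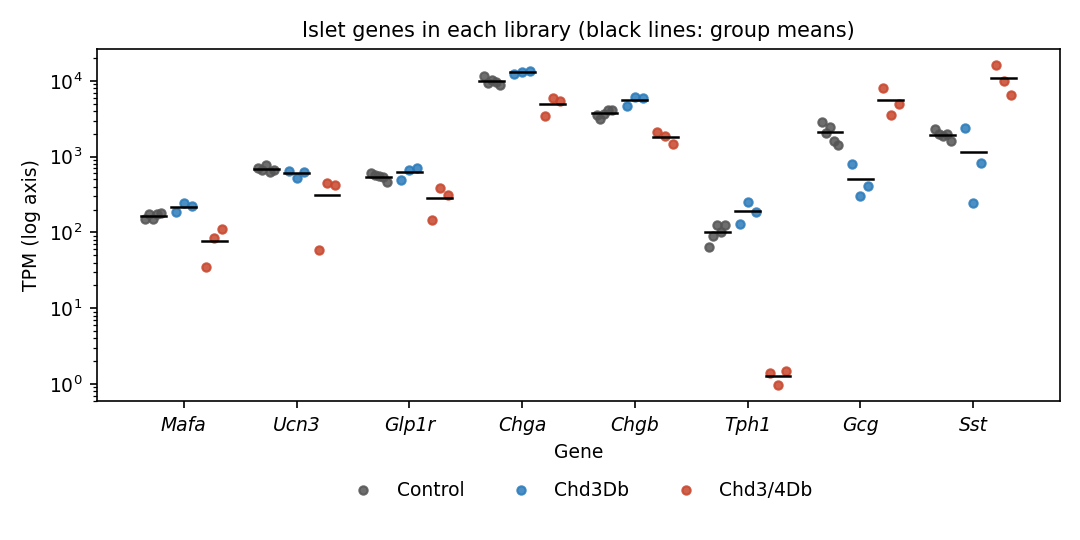
Level in TPM (vertical axes, log scale) of Mafa, Ucn3, Glp1r, Chga, Chgb, Tph1, Gcg and Sst in each library (points) of Control, Chd3Db and Chd3/4Db, with group means as black lines. Tph1 averaged 100.9, 189.8 and 1.27 TPM in the 3 groups, and Gcg averaged 2096, 506 and 5555 TPM.

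Some genes of endocrine progenitors and immature β cells rose. Of 14 tested members 8 rose and 0 fell (median 1.26; adjusted p = 1.82e-05, and adjusted p = 0.161 with an estimated correlation). The imprinted gene Dlk1 rose 55-fold, from 0.711 ± 0.314 to 39.1 ± 29.9 TPM (log2 fold change 4.32 ± 0.33, adjusted p = 3.45e-06), and Mycl, Gast and Cck, of which the last pair encode gut hormones, rose 13.9-fold, 6.27-fold and 100.8-fold. The folds of Cck and Mycl rest on Control levels near the floor. With each library left out and the same genes tested, their log2 fold changes ran only from 1.56 to 2.25 and 1.78 to 2.24. Neurog3, the transcription factor of endocrine progenitors, rose from 1.91 ± 0.999 to 7.12 ± 4.69 TPM (log2 fold change 1.40 ± 0.39, adjusted p = 0.0272), a call that ended without Control 2 (adjusted p = 0.0532), Control 4 (0.0581), Control 5 (0.0552) or Chd3/4Db 1 (0.134). Of the genes disallowed in β cells, meaning those that β cells normally keep silent, 6 of 23 were tested, 3 rose and 0 fell (adjusted p = 0.0269, and adjusted p = 0.304 with an estimated correlation). They were Oat (log2 fold change 2.74 ± 0.40, adjusted p = 0.000614), Igfbp4 (log2 fold change 1.85 ± 0.27, adjusted p = 0.000569) and Ndrg2 (log2 fold change 1.59 ± 0.26, adjusted p = 0.0014). The set call ended without Chd3/4Db 1 (adjusted p = 0.265), 2 (0.481) or 3 (0.159), fits in which only 3, 4 and 3 of the 6 members passed the filter. With the same 6 genes tested it ended only without Chd3/4Db 2 (0.0529), and with no filter, which left 22 members in Chd3/4Db against Control, the set was called as well. Ldha and Hk1, which belong to this list, were below the filter, at 2 ± 2.25 and 0.597 ± 0.528 TPM in Chd3/4Db against 0.125 ± 0.0202 and 0.225 ± 0.13 TPM in Control and 0.241 ± 0.212 and 0.062 ± 0.0539 TPM in Chd3Db.

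Some genes typical of other islet endocrine cells rose. Of 9 tested α-cell genes 5 rose and 0 fell (median 1.37; adjusted p = 0.000844, and adjusted p = 0.161 with an estimated correlation). Gcg, which encodes glucagon, rose from 2096 ± 604 to 5555 ± 2311 TPM (log2 fold change 1.37 ± 0.32, adjusted p = 0.0116), a call that ended without Chd3/4Db 1 (log2 fold change 1.06, adjusted p = 0.064). The amino acid transporter gene Slc38a5 rose 20.2-fold (log2 fold change 3.99 ± 0.41, adjusted p = 4.19e-05), and Gc, Ttr and Etv1 rose 6.33-fold, 2.76-fold and 5.75-fold. Of 5 tested δ-cell genes all 5 rose (median 1.66; adjusted p = 0.000157, and adjusted p = 0.23 with an estimated correlation). Sst, which encodes somatostatin, rose 5.55-fold, from 1959 ± 266 to 10872 ± 4837 TPM (log2 fold change 2.39 ± 0.51, adjusted p = 0.00717), the δ-cell transcription factor gene Hhex rose from 1.48 ± 0.403 to 7.21 ± 3.35 TPM (log2 fold change 1.66 ± 0.36, adjusted p = 0.00696), and Rbp4, Spock3 and Fgf12 rose as well, the last named after its values were seen. Among 3 tested genes of PP, epsilon and gut endocrine cells, Pyy rose from 1419 ± 296 to 4072 ± 1667 TPM, Tph1 fell and Ppy was not called. The median of this list was 0.75, but its mean was -1.09 and its set test pointed down (adjusted p = 0.287). Pyy lost its call without Control 2 (adjusted p = 0.0516), Control 5 (0.0665), Chd3/4Db 1 (0.122) or Chd3/4Db 2 (0.0915). The α-cell gene Irx2 was below the filter, at 1.62 ± 0.869 TPM in Chd3/4Db against 0.505 ± 0.267 TPM in Control and 0.26 ± 0.162 TPM in Chd3Db. The study had named 10 genes as higher, of which 6 were tested and all 6 were called higher, Slc5a10 (log2 fold change 2.73 ± 0.42, adjusted p = 0.000866) among them (adjusted p = 0.000145, and adjusted p = 0.199 with an estimated correlation), a list that again is not independent evidence. These genes moved in a group in which 2 of 3 libraries held acinar RNA. The most acinar RNA was in Control 2, however, and Chd3/4Db 3 held only 17.5 TPM of it. Every Chd3/4Db library still lay above every Control library for Gcg (at least 3591 against at most 2909 TPM). The same held for Sst (at least 6600 against at most 2349 TPM), while for Irx2 the groups overlapped.

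Genes of non-endocrine cells were examined in 7 lists. All 18 tested acinar genes had a positive log2 fold change (median 2.27), but 0 were called by limma, with 0 at an unadjusted p under 0.05, and the set was not called (adjusted p = 0.082). It was called upward without Control 2 (adjusted p = 9.15e-06) or Chd3/4Db 3 (0.00013), with quantile normalization (0.0191), with the 20 highest genes left out (0.0297) and with a length and GC correction (0.0153). Of 13 tested leukocyte genes 1 rose, the macrophage gene Cd68 (log2 fold change 3.06 ± 0.52, adjusted p = 0.00159), and the set was called upward (adjusted p = 0.0269, and adjusted p = 0.656 with an estimated correlation). That set call ended without Control 1 (adjusted p = 0.0843) or Chd3/4Db 1 (0.265), the library with the most leukocyte RNA. Of 10 tested ductal genes Krt19 and Sox9 rose (set adjusted p = 0.478), and of 3 tested Schwann cell genes Ngfr rose (set adjusted p = 0.175). Krt19 fell below the fold threshold without Control 1 (0.98), Control 3 (0.93) or Control 4 (0.99). With the same genes tested, the calls of Krt19 and Sox9 also ended, without Chd3/4Db 1 for Krt19 (log2 fold change 0.7572, adjusted p = 0.0766) and without Chd3/4Db 2 for Sox9 (0.9975). Only 2 endothelial genes were tested, too few for a set test, and Egfl7 rose, a call that ended without Chd3/4Db 1 (log2 fold change 0.82, adjusted p = 0.07). No gene of the list of fibroblasts, stellate cells and pericytes or of the erythroid list passed the filter, nor did any Hox gene.

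Ion channel genes rose in part. Of 14 tested voltage-gated potassium channel genes 3 rose and 1 fell, and the set was not called (adjusted p = 0.673). Kcna5 rose 27.6-fold, from 0.484 ± 0.222 to 13.4 ± 9.27 TPM (log2 fold change 3.10 ± 0.32, adjusted p = 4.98e-05), Kcnh6 rose from 21 ± 5.49 to 47.3 ± 8.23 TPM and Kcnd1 from 2.59 ± 0.549 to 7.28 ± 2.94 TPM, while Kcnf1 fell from 8.42 ± 1.8 to 2 ± 1.44 TPM. These 3 that rose were also the tested members of the 6 channels that the study had named (adjusted p = 0.000534, and adjusted p = 0.161 with an estimated correlation), a list that is not independent evidence. The others were below the filter, among them Kcnc2 and Kcnk2, at 1.08 ± 0.869 and 0.928 ± 0.613 TPM in Chd3/4Db, 0.338 ± 0.13 and 0 ± 0 TPM in Control and 0.399 ± 0.187 and 0.0645 ± 0.0531 TPM in Chd3Db. Of 15 tested two-pore, inward rectifier and calcium-activated potassium channel genes 3 rose, Kcnj13, Kcnk3 and Kcnk9, by 9.29-fold, 7.63-fold and 10.8-fold (adjusted p = 0.0333, and adjusted p = 0.161 with an estimated correlation). Of 12 tested voltage-gated calcium and sodium channel genes 3 rose, among them Scn3a and Cacna2d2, by 4.15-fold and 7.67-fold (adjusted p = 0.0191, and adjusted p = 0.434 with an estimated correlation). Kcnj13 and Cacna2d2 reached 1 TPM in only 3 libraries, so their folds rest on Control levels near the floor. With each library left out and the same genes tested, their log2 fold changes ran from 1.64 to 2.05 and 1.06 to 1.44. Kcnd1 missed the fold threshold without Chd3/4Db 1 (0.89). The set call of the two-pore list ended without Control 2 (adjusted p = 0.0541), Control 5 (0.051), Chd3/4Db 2 (0.211) or Chd3/4Db 3 (0.197), and that of the calcium and sodium list without Chd3/4Db 1 (0.054) or Chd3/4Db 2 (0.0742). With the same genes tested the calcium and sodium list was called without any 1 library.

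Among developmental and adhesion genes, 4 of 18 tested neuronal genes rose (adjusted p = 0.012, and adjusted p = 0.161 with an estimated correlation). With a filter of 5 TPM, which left 10 of the 18, the set was not called (adjusted p = 0.0898). The growth cone gene Gap43 rose 5.16-fold, the glutamate receptor gene Gria2 3.53-fold, the adhesion gene L1cam 5.45-fold and Cntn1 2.29-fold, and Cntn1 missed the fold threshold without Chd3/4Db 3 (0.79). Of 17 tested cadherin and integrin genes Itga2 and Itgb3 rose, 6.39-fold and 14.5-fold, without a set call (adjusted p = 0.225). The fold of Itgb3 rests on a Control level near the floor, as it reached 1 TPM in only 3 libraries. Its log2 fold change ran from 1.22 to 1.97 with each library left out and the same genes tested. Of 5 tested sarcomere genes Mylpf rose (set adjusted p = 0.185), and it missed the fold threshold without Control 1 (0.99), Chd3/4Db 1 (0.97) or Chd3/4Db 2 (0.998). Of the 13 other NuRD subunit genes and the 7 other CHD remodeler genes 0 were called by limma, with 2 and 0 at an unadjusted p under 0.05. Neither set was called (adjusted p = 0.913 and 0.666), and the NuRD list had a median of -0.01 but a mean of 0.07.

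Part of the immediate early, ER stress and cell cycle genes rose. Of 20 tested immediate early genes, which cells induce within minutes of stimulation or dissociation, 10 rose and 0 fell (median 1.29; adjusted p = 1.82e-05, and adjusted p = 0.258 with an estimated correlation). Fos rose from 96.6 ± 32.5 to 638 ± 544 TPM (log2 fold change 2.45 ± 0.53, adjusted p = 0.00703), and Klf2, Klf6 and Zfp36 rose 11.8-fold, 2.83-fold and 3.79-fold. Of 22 tested genes of ER stress 3 rose (adjusted p = 0.0269, and adjusted p = 0.636 with an estimated correlation): Creld2 (log2 fold change 1.67 ± 0.25, adjusted p = 0.000721), Derl3 and Atf3. Of 23 tested cell cycle genes all 23 had a positive log2 fold change and 4 rose, Ccna2, Ccnb1, Plk1 and Ube2c (adjusted p = 0.000297, and adjusted p = 0.161 with an estimated correlation), at mean levels of 2.86 to 5.21 TPM in Chd3/4Db. Of 18 tested p53 target genes 0 were called by limma, with 7 at an unadjusted p under 0.05 (set adjusted p = 0.282). All 11 tested mitochondrially encoded transcripts had a negative log2 fold change (median -0.50), 0 were called singly by limma, with 8 at an unadjusted p under 0.05, and the set shifted down (adjusted p = 4.98e-05, and adjusted p = 0.304 with an estimated correlation). The 38 nuclear oxidative phosphorylation genes had a median of -0.07, with 0 called, 9 at an unadjusted p under 0.05 and a set call downward (adjusted p = 0.0269, and adjusted p = 0.736 with an estimated correlation). Of 15 tested glycolysis genes 1 rose and 1, Ldhb, fell (log2 fold change -1.13 ± 0.20, adjusted p = 0.00214), and the set test pointed down although the median was 0.08 (adjusted p = 0.897). Of 19 tested cholesterol and fatty acid synthesis genes 0 were called, with 2 at an unadjusted p under 0.05, and a set test that pointed down although the median was 0.02 (adjusted p = 0.673).

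Single libraries carried part of these calls. The call of Atf3 ended without Control 1 (adjusted p = 0.052) or Chd3/4Db 1 (0.116), Derl3 missed the fold threshold without Control 2 (0.97) or Chd3/4Db 3 (0.86), and Ldhb missed it without Chd3/4Db 3 (-0.83). Leaving out any 1 of the 8 Control and Chd3/4Db libraries ended the call of 1 or more of the cell cycle genes Ccna2, Ccnb1, Plk1 and Ube2c, with adjusted p from 0.0532 to 0.117. The ER stress set call ended without Control 3 (adjusted p = 0.0538) or Chd3/4Db 3 (0.15) and, with the same genes tested, without Chd3/4Db 1 (0.0685), and the oxidative phosphorylation set call ended without Control 5 (0.0728), Chd3/4Db 2 (0.435) or Chd3/4Db 3 (0.15).

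In total 777 genes differed between Chd3/4Db and Control (6.02% of those tested), 585 of them higher and 192 lower. A camera test called 17 of 32 lists, 13 upward and 4 downward. With the correlation estimated from the data, 0 lists were called, against 8 at an unadjusted p under 0.05, and fry, which asks only whether a set moves 1 way, called 18. Counts adjusted over the list alone were those given above for every list of this comparison, except that 13 immediate early genes rose. Without Chd3/4Db 1, 275 genes were higher with the filter applied again and 407 with the same genes tested. With the 3 libraries that held acinar RNA left out, 135 were higher and 149 lower, and 205 of the 777 genes remained called the same way, but only Chd3/4Db 3 was then left in its group and was assumed to vary like the other groups. With the acinar level as a covariate and all 11 libraries, 525 were higher and 178 lower, and 667 remained called the same way. Quantile normalization shifted the median log2 fold change of all genes by -0.12 and a length and GC correction by -0.12. With these settings 486 and 483 genes were higher, and 280 were lower with each. The share of called genes that were higher was 63.45% and 63.3%, against 75.29% in the main fit. Part of the excess of higher genes therefore depended on the scaling.

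**Figure D4:**
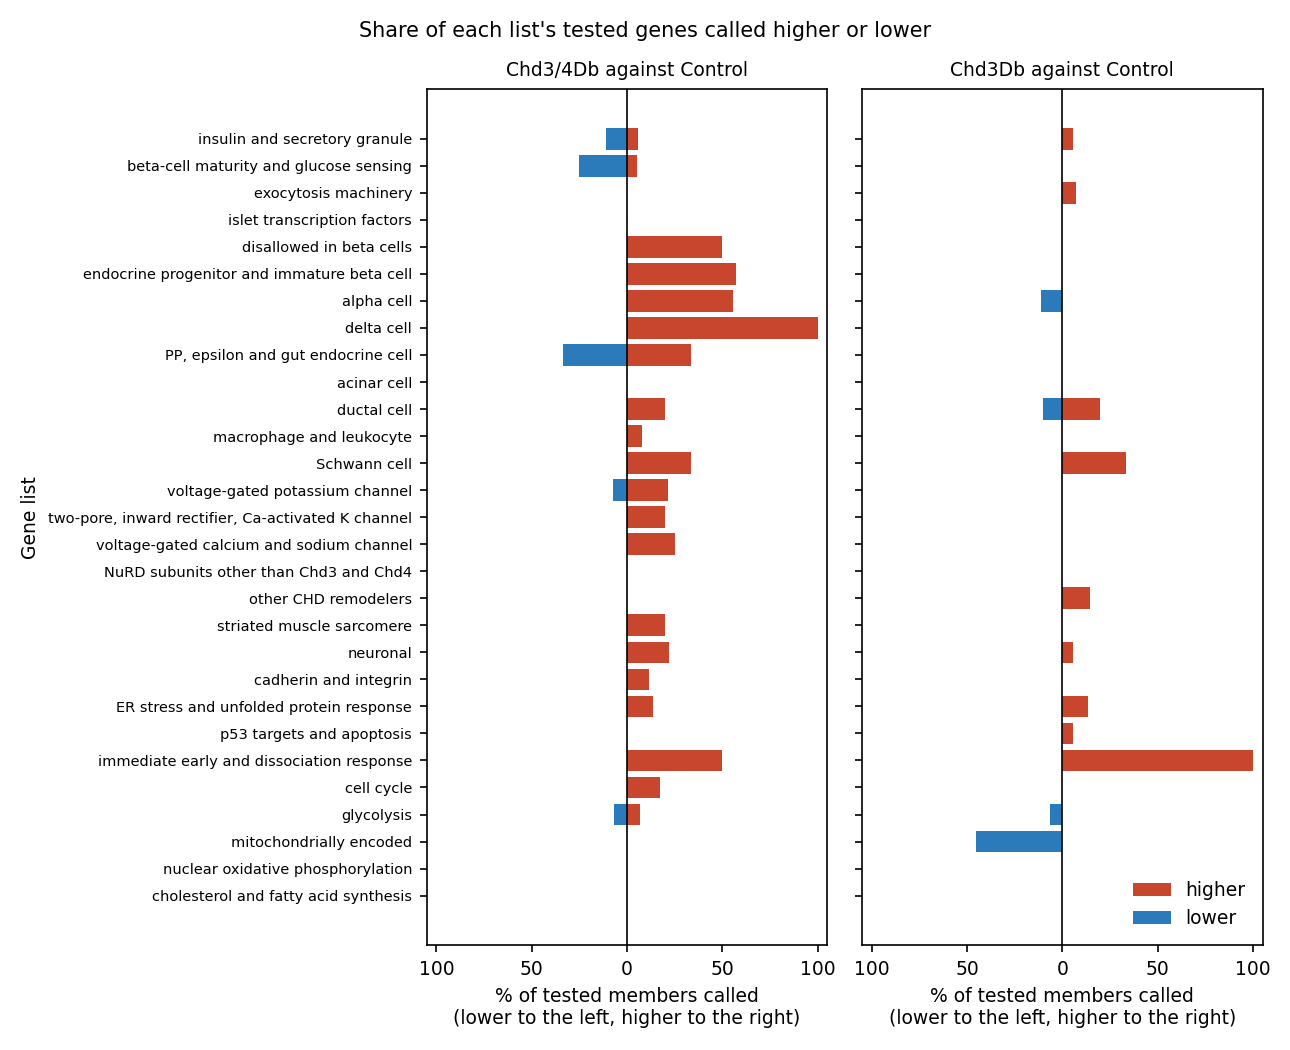
Share of the tested members of each gene list (rows) called higher or lower, in percent (horizontal axis), in Chd3/4Db against Control and in Chd3Db against Control (bars). All 20 immediate early genes were called higher in Chd3Db, against 10 in Chd3/4Db, and 8 of 14 progenitor genes were called higher in Chd3/4Db, against 0 in Chd3Db.

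Chd3Db was compared with Control to ask what deletion of Chd3 alone did. All 20 tested immediate early genes rose, with a median log2 fold change of 3.16 (adjusted p = 7.81e-32, and adjusted p = 0.0494 with an estimated correlation). The AP-1 subunit gene Fosb rose 89.3-fold, from 1.04 ± 0.286 to 92.7 ± 60.5 TPM (log2 fold change 5.19 ± 0.47, adjusted p = 2.6e-05), and Junb rose 9.59-fold, from 29.8 ± 3.44 to 285 ± 83 TPM (log2 fold change 3.19 ± 0.21, adjusted p = 1.57e-06). Atf3, Nr4a1, Klf4, Zfp36, Jun and Egr1 rose 147-fold, 41-fold, 157-fold, 15.7-fold, 11.5-fold and 11.6-fold, and Fos rose from 96.6 ± 32.5 to 1437 ± 1064 TPM. The activity-regulated genes Arc and Npas4, which are outside that list, rose 41.7-fold and 14.2-fold. These calls held without any 1 library.

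Some mitochondrially encoded transcripts fell. All 11 tested had a negative log2 fold change (median -0.92), 5 were called lower and the set shifted down (adjusted p = 4.71e-11, and adjusted p = 0.396 with an estimated correlation). mt-Co1, a cytochrome oxidase subunit, fell from 4519 ± 712 to 1438 ± 68.9 TPM (log2 fold change -1.64 ± 0.17, adjusted p = 6.7e-05), and mt-Cytb fell from 6841 ± 859 to 2810.1 ± 257 TPM (log2 fold change -1.28 ± 0.15, adjusted p = 0.00015). Summed over the list the level was 18532 ± 2518 TPM in Control, 8172 ± 682 TPM in Chd3Db and 13405 ± 2725 TPM in Chd3/4Db. mt-Co2 and mt-Atp6 were listed at 0 in all Chd3Db libraries and at 2.63 ± 2.08 and 5.5 ± 5.07 TPM in Control, far below mt-Co1, which limits what their change can show. With a correction for length and GC content, added after the data were seen, 3 of the 5 stayed called and the median was -0.44. mt-Co3, at 10.2 ± 14.6 TPM in Control, was also called, and that call ended without Control 1, 2, 3 or 4 or any 1 Chd3Db library (adjusted p from 0.0541 to 0.113).

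**Figure D5:**
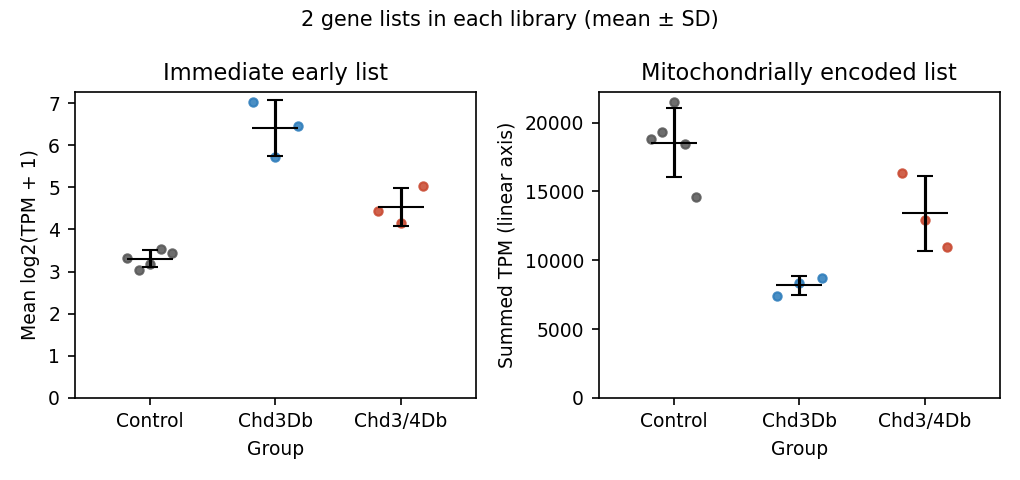
Mean log2(TPM + 1) of the immediate early list and summed TPM of the mitochondrially encoded list (vertical axes) in each library (points) of Control, Chd3Db and Chd3/4Db, with group mean and SD. The mitochondrial sum averaged 18532, 8172 and 13405 TPM in the 3 groups.

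Few genes of the β-cell lists were called. Of the maturity and glucose sensing list 0 of 20 genes were called by limma, with 2 at an unadjusted p under 0.05 (set adjusted p = 0.948). Of the islet transcription factor genes 0 of 17 were called, with 6 at an unadjusted p under 0.05, and Pdx1 stood at 68 ± 9.62 TPM against 103 ± 6.64 TPM (log2 fold change -0.59 ± 0.11, adjusted p = 0.00703), below the fold threshold. The complexin gene Cplx2, which regulates vesicle release, rose 3.33-fold (log2 fold change 1.69 ± 0.18, adjusted p = 7.9e-05), and its exocytosis list was called upward (adjusted p = 0.0292, and adjusted p = 0.632 with an estimated correlation), a call that ended without Control 2 (adjusted p = 0.0586) or Chd3Db 3 (0.0539). The granule gene Ptprn rose 2.16-fold. Gcg fell 4.15-fold, from 2096 ± 604 to 506 ± 258 TPM (log2 fold change -2.12 ± 0.32, adjusted p = 0.00148), while the α-cell and δ-cell sets were not called (adjusted p = 0.172 and 0.404) except without Chd3Db 1 (0.0117 for each). Sst stood at 1162 ± 1124 TPM and was not called except without Chd3Db 1 (log2 fold change -2.11, adjusted p = 0.0108). Other genes that fell included Ski, a repressor of TGF-β signalling (5.17-fold, log2 fold change -2.13 ± 0.16, adjusted p = 4.53e-06), the cytokine gene Il17d, Gnpda1, Rsrp1 and Rnu2-10. Cpb2 fell too, a call that ended without Chd3Db 2 (adjusted p = 0.0745) or Chd3Db 3 (0.0599).

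In the other lists, Ngfr rose 9.16-fold, Ppp1r15a rose 5.52-fold and Ldhb fell 2.31-fold. Chd7, a CHD remodeler, stood at 42.5 ± 39.2 TPM against 7.23 ± 0.965 TPM in Control and was called (log2 fold change 1.96 ± 0.44, adjusted p = 0.0163). That call ended without Chd3Db 1 (adjusted p = 0.0543), and the log2 fold change without Chd3Db 3 was 1.23. The p53 target Plk2 (0.0741 without Chd3Db 1), the ER stress gene Ddit3 (0.0905 without Chd3Db 1, 0.107 without Chd3Db 3) and the keratin gene Krt8 (0.0824 without Chd3Db 1, 0.0914 without Chd3Db 3) rose with calls that ended at the adjusted p in brackets. The ductal genes Cftr and Tspan8 and the neurofilament gene Nefm were also called, with adjusted p from 0.0508 to 0.152 in the leave-one-out fits in which the call ended. Those fits left out Control 2, 3, 4 or 5 or Chd3Db 2 or 3 for Cftr, Control 3 or Chd3Db 2 for Tspan8, and Control 1, 2 or 3 or Chd3Db 1 or 2 for Nefm.

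In total 342 genes differed between Chd3Db and Control (2.65% of those tested), 182 of them higher and 160 lower. Of 32 lists 3 were called by camera, exocytosis and immediate early genes upward and mitochondrially encoded transcripts downward, and with an estimated correlation only the immediate early list was called. Adjusted over the list alone, 1 two-pore potassium channel gene was higher, against 0 over all genes by limma and 3 at an unadjusted p under 0.05, and 3 of the genes that the study had named as higher in Chd3/4Db were lower, against 1. All other lists had the same counts under both adjustments. Without Chd3Db 3, 106 genes were higher. The number of lists called was 8 without Chd3Db 1, 7 without Chd3Db 2 and 5 without Control 4, Control 5, Chd3Db 3 or Chd3/4Db 3. Gained upward was the ER stress set without Control 4 (adjusted p = 0.03), Control 5 (0.029), Chd3Db 1 (0.0194), Chd3Db 2 (0.00967) or Chd3/4Db 3 (0.0441). Gained downward was the acinar set without Control 3 (0.00933), Control 4 (0.0138), Control 5 (0.0362), Chd3Db 1 (0.0249) or Chd3/4Db 3 (0.0187), and also with a pseudocount of 0.1 (0.013), no filter (0.0353), median-of-ratios scaling (0.0455), the 20 highest genes left out (0.0195) and a block for the replicate number (1.19e-06). The others gained were the study-named higher list downward without Chd3Db 1 (0.00113), the ductal (0.0367), CHD remodeler (0.039) and p53 (0.0476) lists upward without Chd3Db 2, the cell cycle list upward (0.00333) and the cholesterol (0.0133) and leukocyte (0.0296) lists downward without Chd3Db 3, and the leukocyte list downward without Control 1 (0.0434).

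Chd3/4Db was compared with Chd3Db to ask what deletion of Chd4 added to that of Chd3. Tph1 was 149-fold lower, at 1.27 ± 0.27 against 189.8 ± 63.1 TPM (log2 fold change -6.34 ± 0.26, adjusted p = 5.29e-09), and Cldn8 was 35.4-fold lower (log2 fold change -4.90 ± 0.34, adjusted p = 1.1e-06). Esr1, which encodes estrogen receptor α, was 11.8-fold lower, at 5.38 ± 2.23 against 63.7 ± 19.7 TPM. Gcg was 11-fold higher (log2 fold change 3.49 ± 0.36, adjusted p = 3.24e-05) and Sst 9.36-fold higher (log2 fold change 3.69 ± 0.58, adjusted p = 0.000645). The transferrin gene Trf rose from 0.521 ± 0.461 to 61.7 ± 29.2 TPM and the plasma protein gene Ambp from 11.3 ± 6.81 to 357 ± 189.8 TPM. Csn3, Mucl1, Mucl2, Lgi3, H2-M10.1 and H2-M10.5 were again among the genes that were higher in Chd3/4Db, and Fmo1, Srbd1, Cym, Arc, Atf3, Fosb and Nr4a1 among those that were lower.

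Of the 17 lists called against Control, 8 were called in the same direction here, 3 of them the lists of study-named genes. The immediate early and mitochondrially encoded lists were called in the opposite direction, the other 7 were not called, and the exocytosis and acinar lists were called here but not in Chd3/4Db against Control. Of 14 tested progenitor genes 9 were higher (adjusted p = 0.000123, and adjusted p = 0.249 with an estimated correlation), of 9 α-cell genes 5 (adjusted p = 0.00288, and adjusted p = 0.291 with an estimated correlation) and of 5 δ-cell genes all 5 (adjusted p = 0.00102, and adjusted p = 0.312 with an estimated correlation). Of 20 maturity genes 4 were lower, Mafa, Glp1r, Gipr and Cox6a2, and 5 adjusted over the list alone (adjusted p = 0.00646, and adjusted p = 0.291 with an estimated correlation). Glp1r missed the fold threshold without Chd3/4Db 1 (-0.83), and Gipr missed it without Chd3Db 3 (-0.99), Chd3/4Db 1 (-0.96) or Chd3/4Db 3 (-0.92). Ucn3 was not called (log2 fold change -1.41 ± 0.54, adjusted p = 0.0705) except without Chd3/4Db 2 (adjusted p = 0.0239) or Chd3/4Db 3 (0.0254). Of 20 immediate early genes 13 were lower in Chd3/4Db than in Chd3Db (adjusted p = 2.37e-11, and adjusted p = 0.249 with an estimated correlation), and of 11 mitochondrially encoded transcripts 4 were higher (adjusted p = 0.0286, and adjusted p = 0.68 with an estimated correlation), of which mt-Co1 (log2 fold change 1.16 ± 0.19, adjusted p = 0.000832) kept its call without any 1 library while mt-Co2, mt-Co3 and mt-Atp6, at a few TPM, each lost it without any 1 Chd3Db library or without Chd3/4Db 1 (adjusted p from 0.0645 to 0.154). Of 14 exocytosis genes Cplx2 was lower (log2 fold change -2.32 ± 0.20, adjusted p = 7.51e-06; set adjusted p = 0.00797, and adjusted p = 0.312 with an estimated correlation).

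The acinar and leukocyte lists separated these groups as well. Of 18 acinar genes 1 was higher in Chd3/4Db, Cela1, and 16 adjusted over the list alone (adjusted p = 0.00616, and adjusted p = 0.768 with an estimated correlation), with the most acinar RNA in Chd3/4Db 1 and 2. Of 13 leukocyte genes 4 were higher, Cd68, Cd74, H2-Aa and C1qb, and 7 adjusted over the list alone (adjusted p = 0.00646, and adjusted p = 0.68 with an estimated correlation). Cd68 kept its call without any 1 library. The calls of Cela1, Cd74, H2-Aa and C1qb each ended without Chd3/4Db 1 (adjusted p = 0.12, 0.137, 0.123 and 0.176) and without Chd3Db 2 (0.106, 0.144, 0.0984 and 0.12). Calls also ended without Chd3Db 1 (Cd74 0.0685, H2-Aa 0.0884, C1qb 0.125), Chd3Db 3 (Cela1 0.0917) or Chd3/4Db 2 (Cela1 0.113, Cd74 0.0514, C1qb 0.0682), and that of C1qb without Control 2 (0.0531), 3 (0.058) or 5 (0.0573). The log2 fold change of C1qb was 1.33 without Chd3/4Db 1. The study-named lists, which are not independent evidence, had 4 of 5 genes lower (adjusted p = 6.53e-05, and adjusted p = 0.249 with an estimated correlation), 6 of 6 higher (adjusted p = 0.000137, and adjusted p = 0.291 with an estimated correlation) and, for the channels, 1 of 3 higher (adjusted p = 0.0228, and adjusted p = 0.291 with an estimated correlation).

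In total 1264 genes differed (9.80% of those tested), 859 of them higher in Chd3/4Db and 405 lower. A camera test called 12 of 32 lists, 8 upward and 4 downward, and with an estimated correlation 0 were called, against 4 at an unadjusted p under 0.05 and 18 by fry. Adjusted over the list alone, 2 genes of the PP, epsilon and gut endocrine list were higher, against 1, all 5 genes that the study had named as lower were lower, against 4, and 0 cell cycle genes were higher by limma, against 1 over all genes and 6 at an unadjusted p under 0.05. Without Chd3/4Db 1, 479 genes were higher with the filter applied again and 605 with the same genes tested, and the set calls of the maturity (adjusted p = 0.0639), exocytosis (0.0516, but 0.042 with the same genes tested) and mitochondrially encoded (0.0639) lists ended, while that of the nuclear oxidative phosphorylation genes was gained downward (0.00221). Median-of-ratios scaling (0.00808), quantile normalization (0.00461), leaving out the 20 highest genes (0.000971), array weights (0.0153), the length and GC correction (0.000744) and leaving out the 3 libraries that held acinar RNA (0.0201) also gained that call. The mitochondrially encoded call also ended without Chd3Db 1 (0.0603) and the acinar call without Chd3/4Db 2 (0.124). With the same genes tested, the mitochondrially encoded (0.0619) and study-named channel (0.0546) calls ended without Chd3/4Db 2 as well, and the CHD remodeler list was called downward without Chd3Db 2 (0.0371). With Chd3/4Db 3 as the only library left in its group, after the 3 that held acinar RNA were left out, 301 genes were higher and 383 lower, and 516 of the 1264 remained called the same way. With the acinar level as a covariate, 630 were higher and 347 lower, and 878 remained called the same way. The median log2 fold change of all genes moved by -0.11 with median-of-ratios scaling, by -0.15 with quantile normalization and by -0.15 with a length and GC correction. These settings gave 728 genes higher and 519 lower, 616 and 594, and 623 and 549, so that most of the excess of higher genes was lost with the last pair. The mitochondrially encoded list was no longer called with quantile normalization (adjusted p = 0.565), the correction (0.994) and several other settings.

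The 2 deletions were then compared for shared genes. Both comparisons with Control called 42 genes the same way, 29 higher and 13 lower, where independent lists of these sizes would share 8.26 and 2.38. Among them were Fos, Jun, Egr1, Klf2, Klf6 and Ngfr upward and Ldhb, Gnpda1 and Rnu2-10 downward. Chd3 itself, deleted in both groups, was also among those lower. Fos, Jun, Egr1, Klf2 and Klf6, with Atf3, Zfp36 and Klf4, belong to the immediate early list, for which a handling difference stayed open. The excess over independent lists need therefore not be an effect of the deletions. Both comparisons use the same 5 Control libraries, which by itself makes fold changes alike. In 100 simulations of unchanged groups that shared the controls, the correlation of log2 fold changes across genes averaged 0.369, against 0.0425 in the data, where genes are not independent replicates. Changed genes widen the spread of fold changes, so these correlations are not on the same scale. The covariance averaged 0.0254 in the simulations (SD 0.0025) and was 0.0115 in the data. It averaged -0.00902 over the splits of the controls given next. With the controls split between the comparisons, in 20 splits, 8 to 21 genes were called the same way, where independent lists of the sizes in each split would share 2.88 to 4.86, and all 20 splits lay above their own expectation. A further 11 genes were called in opposite directions, 5 higher in Chd3/4Db and lower in Chd3Db and 6 the other way, where independent lists would give 7.26 and 2.71. Gcg, Tmed6, Rasd2, H4c3 and Gm4366 were higher in Chd3/4Db and lower in Chd3Db, and Igfbp5, Cym, Esr1, Dnah8, Gfra3 and Gm56228 were lower in Chd3/4Db and higher in Chd3Db. Most of these genes were named after their values were seen, and their selection by opposite calls makes each differ between the deletions by construction. Of the 585 genes higher and 192 lower in Chd3/4Db than in Control, 455 and 120 also differed in that direction from Chd3Db.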

Values the study reported

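For Chd3/4Db against controls, the study reports 416 downregulated genes and 1022 upregulated genes.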

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

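In this part the tests of α-cell and δ-cell RNA, of the Sst to Ppy ratio, of length and GC content for the mitochondrially encoded transcripts and of other splits of the libraries were chosen only after the result was seen. The other tests were written before their own value was seen but after the called genes were, and the length and GC correction itself was added then.

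In 11 of 157 groups of Control values examined, 1 library lay far from the other 4, where chance flags about 1 in 20 groups, or 7.85. Control 2 held 8611 TPM of acinar transcripts, against 10.8 to 113 TPM in the other Control libraries, with Cela1 at 584.6 TPM. It also had the highest Gal (6.724 TPM) and the lowest Oat (6.956 TPM) and Scn3a (0.6863 TPM). In Control 3 the highest values were those of Atp5d (100.9 TPM), Ldhb (29.94 TPM) and Prok1 (12.87 TPM). Control 4 had the highest mt-Co3 (36.23 TPM). Control 5 had the highest erythroid sum (9.49 TPM) and the lowest Isl1 (54.28 TPM). Groups of 3 libraries were not examined this way.

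Other splits of the libraries were counted for each number of called genes. For Chd3/4Db against Control, 1 of 56 splits, the real one, called as many as 777 genes, the highest other being 42, for Control 2 with Chd3/4Db 1 and 2, the 3 libraries with acinar RNA. For Chd3Db against Control, 1 of 56 splits, the real one, called as many as 342 genes, the highest other being 2. In both, the real split gave the smallest share that 56 splits allow, 1.79%. The other splits mix groups that differ, which widens the spread and lowers their counts, so chance was not excluded. For Chd3/4Db against Chd3Db, 1 of 10 splits called 1264 genes and the highest other called 1, which are too few splits for a share under 0.05.

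Genes of other islet cells were higher in Chd3/4Db than in Control. A lower share of β cells would raise all other cell types alike. The log2 ratio of Sst to Ppy differed by 1.64 ± 0.298 (exact permutation p = 0.0179, the smallest that 56 splits allow). That pair was picked after Sst was seen to be called and Ppy not, so the test does not decide how far a lower share of β cells contributed. More α cells or their RNA would raise no α-cell gene more than Gcg if the Gcg RNA of Control came from α cells, but 2 of 8 genes rose more by over 2 SE, Slc38a5 (difference 2.62 ± 0.45, permutation p = 0.0179) and Gc (1.30 ± 0.47, permutation p = 0.0714). For Gcg and the genes that rose no more, these RNA levels cannot tell α-cell RNA and expression in β cells apart. Of these genes 4, Slc7a2 and Tm4sf4 among them, lay below Gcg by over 2 SE, but Ttr and Etv1 lay near it. For the δ-cell genes 0 rose more than Sst, and Hhex and Fgf12 lay below it. These RNA levels cannot tell δ-cell RNA and expression in β cells apart, as bulk libraries do not show which cell made the RNA. The sort for Tomato-positive, DAPI-negative cells is meant to remove α and δ cells, but how many passed it was not measured here. By staining, the study reports more glucagon-positive Tomato-positive cells after the combined deletion and detected no somatostatin-positive ones. That staining bears on which cells held these hormones, but it was not part of the data used here.

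Immediate early genes were higher and mitochondrially encoded transcripts lower in Chd3Db than in Control. For the former, a length and GC correction kept 100% of the genes called and moved their median from 3.16 to 3.01. It moved other genes by an SD of only 0.154, too little to end calls of that size, so the kept calls are no test. The fitted trends account for little of the rise, but length or GC bias of another form was not examined. For the latter 60% stayed called (5 before, 3 after, median -0.92 to -0.44). There, such bias cannot be told apart from a change in those transcripts. A larger share of nuclear RNA stayed open, since only 3 of 12 nuclear RNAs were tested (Norad, Tug1 and Rian, median -0.1221, from -0.57 to 0.08), Norad is mostly cytoplasmic, and Malat1 and Neat1, seen to rise before, were left out. A handling difference between libraries also stayed open: within groups the 2 list means had r = -0.222 over 11 libraries (Spearman -0.209, permutation p = 0.608; -0.248 without the farthest 2), and the groups themselves can differ in handling. An effect of Chd3 deletion stayed among the open explanations.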

How the results depend on the processing

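The settings with acinar RNA, with length and GC content or with a library left out and the same genes tested were chosen only after the result was seen.

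Of named genes called, targeted or study-named, 30 of 84 kept direction and call wherever tested for Chd3/4Db against Control. So did 31 of 50 for Chd3Db against Control and 44 of 89 for Chd3/4Db against Chd3Db. A call was lost at least once by 54, 15 and 43. No fold threshold, the adjusted p under 0.01 and treat were not counted. The cause was not tested, except where fewer genes or libraries made the change by construction.

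In Chd3/4Db against Control (585 higher, 192 lower), 332 genes were lower with a pseudocount of 0.1, and with a pseudocount of 5, which shrinks low levels, 222 were higher and 52 lower, with Chd3 at -0.70 and Chd4 at -0.88. A filter of 5 TPM left 301 higher, and without the 20 highest genes, which rescales the rest upward, 410 were lower. No fold threshold gave 1241 and 693, and treat 96 and 12. Without the 3 libraries with acinar RNA 135 were higher and Chd4 was at -0.98. That setting leaves Chd3/4Db 3 alone in its group, assumed to vary like the other groups, so its values do not separate acinar RNA from the loss of libraries. With the acinar level as a covariate 525 were higher and 178 lower. Of 17 lists 0 were called with an estimated correlation.

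In Chd3Db against Control (182 higher, 160 lower), a pseudocount of 0.1 gave 297 lower and 6 lists, in place of 3. A pseudocount of 5 gave 80 higher and 31 lower, with Chd3 at -0.84. No filter gave 10 lists, a filter of 5 TPM 87 lower, and leaving out the 20 highest genes 319 higher, 353 lower and 5 lists. The replicate block gave 7 lists and an estimated correlation 1. No fold threshold gave 509 and 675, an adjusted p under 0.01 113 and 90, and treat 22 and 12. The length and GC correction gave 103 lower. Hhex and Kcna5, not called in this comparison, changed sign. With each library left out in turn, Hhex ran from -0.5086 to 0.4458 and Kcna5 from -0.3132 to 0.116. Hhex moved to 0.0413 (pseudocount 5), 0.0272 (median-of-ratios), 0.0769 (quantile) and 0.1238 (acinar covariate), and also lay on the positive side without Control 1 (0.076) or Chd3Db 3 (0.0259), and Kcna5 to 0.0398 (quantile) and 0.1041 (acinar covariate).

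In Chd3/4Db against Chd3Db (859 higher, 405 lower), a pseudocount of 5 gave 319 and 136, a filter of 5 TPM 464 higher, leaving out the 20 highest genes 826 lower, no fold threshold 2184 and 1157, treat 132 and 35, and leaving out the 3 libraries with acinar RNA, with 1 Chd3/4Db library left, 301 higher. The acinar covariate gave 630 and 347. With an estimated correlation 0 lists were called. The 42 genes called the same way against Control became 12 (pseudocount 5), 18 (no filter), 114 (no fold threshold), 17 (adjusted p under 0.01), 1 (treat) and 23 (libraries with acinar RNA left out, 1 Chd3/4Db library left).

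Other settings also ended calls of lists, with these adjusted p. In Chd3/4Db against Control a filter of 5 TPM, which leaves fewer members, ended those of the neuronal (0.0898), two-pore (0.205), calcium and sodium channel (0.169) and leukocyte (0.0881) lists. A pseudocount of 0.1 ended those of the disallowed (0.0628) and leukocyte (0.0737) lists, array weights (0.135) and the acinar covariate (0.0682) that of the leukocyte list, quantile normalization (0.0555) and leaving out the 20 highest genes (0.0521) that of the ER stress list, and the replicate block that of the oxidative phosphorylation list (0.126). With the libraries with acinar RNA left out, those of the disallowed (0.665), leukocyte (0.701), two-pore (0.0925) and calcium and sodium channel (0.201) lists ended. In Chd3Db against Control the exocytosis call ended with a filter of 5 TPM (0.0621), array weights (0.0608), the libraries with acinar RNA left out (0.0826), the acinar covariate (0.0783) and the length and GC correction (0.0768). In Chd3/4Db against Chd3Db the mitochondrially encoded call ended with a pseudocount of 5 (0.0701), a filter of 5 TPM (0.137), quantile normalization (0.565), the 20 highest genes left out (0.174), array weights (0.0576), the libraries with acinar RNA left out (0.274), the acinar covariate (0.0835) and the length and GC correction (0.994). The acinar call ended with its covariate (0.564, downward), and leaving out the libraries with acinar RNA ended those of the exocytosis (0.117), acinar (0.751) and leukocyte (0.14) lists.

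Calls of lists by camera were also gained, beside those given with the results. Chd3/4Db against Control gained the cadherin and integrin list (no filter, 0.0492) and the granule list (libraries with acinar RNA left out, 0.01), both upward. Chd3Db against Control gained upward the ER stress list with 4 settings (0.00385 to 0.0451), the cell cycle list with 2 (0.0326 and 0.045) and the CHD remodeler, sarcomere and p53 lists with no filter (0.041 each), and downward the study-named higher list with 3 (0.00776 to 0.0451). Chd3/4Db against Chd3Db gained upward the disallowed (0.0132 and 0.0136) and the calcium and sodium channel list (0.0217 and 0.0364) with 2 settings each, and downward the CHD remodeler list (no filter, 0.0296).

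Leaving out each library in turn, with the filter applied again, gave 275 to 583 genes higher and 157 to 233 lower in Chd3/4Db against Control, with Chd3 from -1.74 to -1.34, Chd4 from -1.30 to -1.04 and 12 to 17 lists. For Chd3Db against Control it gave 106 to 194 higher, 120 to 178 lower, Chd3 from -2.05 to -1.76, Chd4 from 0.125 to 0.4308 and 2 to 8 lists. For Chd3/4Db against Chd3Db it gave 479 to 1071 higher, 316 to 436 lower, Chd3 from 0.20 to 0.60, Chd4 from -1.63 to -1.33 and 9 to 13 lists, and 31 to 47 genes were called the same way. With the same genes tested, these ranges were 407 to 723 and 157 to 235, 113 to 196 and 120 to 178, and 605 to 1222 and 327 to 441, with 14 to 17, 2 to 8 and 9 to 13 lists. In Chd3Db against Control 6 fits moved the number of lists from 3 to 5, 6 or 8, and smaller moves included 2 lists without Control 2. Atf3 (0.0507 without Control 2) and Ucn3 (0.0505 without Chd3Db 3) then lost calls in Chd3/4Db. Of 9 pairs of libraries with the same replicate number 2 correlated above 0.1 (from -0.082 to 0.297), so they were not used as pairs. The TPM keep no depth, so what depth limits is unknown.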

Other observations

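The test of this part was not chosen after its result was seen, though it was written after the genes called were known, and the genes of the first paragraph were named after their values were seen.

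Some core β-cell genes were not called. Ins1 was at 157473 ± 1672 TPM in Control and 156202 ± 19152 TPM in Chd3/4Db (log2 fold change -0.02 ± 0.14), and Ins1, Ins2 and Nkx6-1 were called in none of the 3 comparisons, which does not show that their levels were equal. Together Ins1 and Ins2 took 55.4 ± 1.28% of TPM in Control and 49.8 ± 9.11% in Chd3/4Db, with 39.3% in Chd3/4Db 1. The glucose transporter gene Slc2a2 was at 251 ± 39.7 TPM in Control and 144 ± 80.1 TPM in Chd3/4Db (log2 fold change -0.95 ± 0.28, adjusted p = 0.0351), just under the fold threshold. The nuclear RNAs Malat1 and Neat1 rose in Chd3Db, Malat1 from 4.82 ± 0.812 to 15.8 ± 2.06 TPM (log2 fold change 1.54 ± 0.21, adjusted p = 0.000638) and Neat1 to 2 ± 0.385 TPM (log2 fold change 1.32 ± 0.18, adjusted p = 0.000821), and both were lower in Chd3/4Db than in Chd3Db (adjusted p = 0.00271 and 0.000955).

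Tph1 and Cldn8, which fell in Chd3/4Db, are known to respond in β cells to lactogens, hormones that signal through STAT5, and the Cre transgene of all 3 groups is known to carry a growth hormone gene. The hypothesis that this signalling was weaker in Chd3/4Db was tested on 7 other lactogen-responsive genes, listed from background knowledge without those already seen to fall. Their median log2 fold change was -0.5076, barely past the -0.5 set in advance, with 5 of 7 negative and 1 called lower, Socs2 (limma camera p = 0.00544, but p = 0.142 with an estimated correlation). The median was 0.47 in Chd3Db against Control (limma camera unadjusted p = 0.000437, and 0.0731 with an estimated correlation) and -1.26 in Chd3/4Db against Chd3Db (limma camera unadjusted p = 2.05e-05, and 0.037 with an estimated correlation). These values may fit such a loss, which stays a hypothesis, as STAT5 itself was not measured. The milk protein gene Csn3, which rose in Chd3/4Db, was outside the list, and its rise was not weighed in this test.

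In Chd3/4Db against Control, 585 genes were higher and 192 lower here. Both counts are lower than those that the study reports, as were both counts for Chd3Db against Control, but the methods differ. The counts here come from a limma fit to log-transformed TPM of filtered genes, whereas the submitters' notes name count-based tools. Other processing settings also moved both counts here. The gap therefore does not bear on the study's own counts.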
